A study of Homo sapiens with 7 samples.

How the data were processed

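The series profiled polyadenylated RNA of HUES66, an established human embryonic stem cell line, by PacBio long-read sequencing. Cas13d is an RNA-guided nuclease that cleaves RNA; here it was directed at isoforms of RBFOX2, a gene that encodes a splicing regulator. The 7 libraries comprise 1 control, which the labels call WT, and 6 libraries whose labels each carry an RBFOX2 id and a G number. They are called the G libraries here: G3 (id 178147), G5 (id 178149), G11 (id 178136), G12 (id 178135), G13 (id 178145) and G14 (id 178146). The labels do not say which isoform each id denotes. All 7 cultures had received 1 µg/ml doxycycline and were taken at 24 h.

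Per the labels' protocols, the authors made the libraries by joining cDNA molecules into 8-fold arrays (MAS-Seq), sequenced them on the Revio system and split the arrays in software into reads that each stand for 1 cDNA molecule. Per the file headers, the deposited table gives a full-length-read count and a TPM value for every isoform in every library. The software that assigned reads to isoforms and genes, its filters, the genome build and the annotation are not stated in the labels or the header. The deposited TPM values equalled the deposited count divided by 1 constant per library to within 0.01, so they carry no correction for transcript length. The constants gave the library totals: 16801850 reads in the control, 17848098 in G3, 25452451 in G5, 20831858 in G11, 26678541 in G12, 22794342 in G13 and 20946298 in G14.

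The table listed 386982 isoforms, of which 31693 carried a reference transcript ID and 355289 a hashed ID. Every listed isoform had at least 1 read in the control, so isoforms seen only in a G library do not enter any value here. The listed isoforms held between 98.1% and 98.6% of the reads of each G library. Empty cells were read as 0. Isoforms were summed to 14294 genes by the stem of their Ensembl gene ID, which merged 440 IDs that join a gene and a transcript with the gene they start with; 14287 of these genes had a symbol in the gene name table used. A further 4329 loci without a gene ID, holding between 0.106% and 0.191% of the listed reads of a library, stayed out of gene values but not out of library totals. RNA spike-ins were added per the labels, but spike-in reads were not used here.

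Coordinates were compared with GENCODE 29 on GRCh38: all 16043 shared transcript IDs lay on the same chromosome (100%), and starts were 1 below those of GENCODE in 846 and equal in 454, while ends were equal in 914 and 1 below in 477. Most starts and ends matched in neither way. Starts were taken as counted from 0 and are printed with 1 added, which leaves the ends of single isoforms uncertain by at least 1 base. GRCh38 is a build inferred from this match. Exon coordinates, transcript length and GC content came from GENCODE 29. The log2 length and GC content of a gene were the means over its listed isoforms with a GENCODE 29 sequence, weighted by mean TPM. Genes without such an isoform took the unweighted mean over their GENCODE 29 transcripts. Of the 7878 genes compared, 7872 had both values.

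Levels were compared as log2(TPM + 0.5), so ratios of weakly expressed genes are understated. Genes with a mean TPM of at least 5 over the 7 libraries were compared. With 1 library per group there was no replicate, so no p-value was computed across genes. The design had allowed for Fisher's exact test only where whole reads could be had; the deposited counts gave them, and two-sided tests were run on RBFOX2 reads. Such a test compares those libraries, not the conditions. It was adjusted by the Benjamini-Hochberg method within its family, 6 tests for the gene total, 30 for isoforms, 18 for isoform forms and 3 for opposite pairs of libraries. Intervals of ratios are exact (Clopper-Pearson) and those of shares are Wilson intervals, both at 95%. They cover counting error only, because the reads carry no molecular identifiers and there is no replicate. A count of 3 reads was the floor, worth between 0.112 and 0.179 TPM depending on the library.

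The ratio of RBFOX2 was placed among those of the 500 genes nearest in mean TPM. Each gene list was placed, by its median, among 10000 random lists of the same size matched on mean TPM, each member being replaced by 1 of the 100 genes nearest in expression. Isoform usage of a gene in a pair of libraries was compared by the total variation distance, which is 0 when all isoform shares are equal and 1 when no isoform is shared. A quadratic surface of log2 length and GC content, fitted per library to deviations from the gene mean, was subtracted in a setting chosen after seeing the data.

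The genes named in the text follow a rule fixed before the data were examined: RBFOX2 and its isoforms holding at least 5% of its total on average; per G library, the isoform of that set with the largest fall; the genes of the fixed lists; and the 3 genes with the largest median rise and the 3 with the largest median fall over the 6 G libraries, among those with a mean TPM of at least 10 and the same direction in all 6. The lists were pluripotency genes, p53 targets, the RBFOX family and genes studied as RBFOX splicing targets. The last list enters by its medians, and of its members only CLSTN1 is named. A further 3 RBFOX2 isoforms, the grouping of isoforms by form, and SOX4 were chosen after their values were seen.

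The alternatives were pseudocounts of 0.1 and 1 TPM, rescaling by the median of ratios, other expression filters, a 1.5-fold threshold, isoforms with a mean TPM of at least 1, isoforms with a reference ID, another reference level and leaving out each G library in turn. The computations were tested on simulated data for 7878 genes, where both counting rules recovered 100% of 200 genes changed 4-fold with 0 unchanged genes counted. The simulated scatter between libraries, an SD of 0.1 log2 units per library besides counting error, was below that seen here. Pairs of the real libraries had SDs of log2 ratios of 0.31 to 0.99, so the absence of unchanged genes does not carry over to the real counts. In 1000 simulated pairs of counts, 95.1% of the ratio intervals held the true ratio. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.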

Results

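Full-length reads were counted per isoform in 7 libraries of HUES66 human embryonic stem cells, 1 control and 6 G libraries in which Cas13d was directed at RBFOX2 isoforms. Depth ranged from 16801850 reads in the control to 26678541 in G12. No group had a second library, so no difference given here has a replicate check, and every interval covers counting error only. The values are the deposited counts and TPM, the latter being reads scaled to the library total with no length term.

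The level of the targeted gene was compared first. RBFOX2 lies on the minus strand of chromosome 22 at 35738736 to 36028425 (GRCh38, GENCODE 29). It was represented by 106 isoforms and 1802 reads in the control, or 107 TPM. The G libraries held 751 reads in G3, 2464 in G5, 1726 in G11, 2360 in G12, 1275 in G13 and 2216 in G14. Relative to the control, the RBFOX2 total was 39.2% in G3 (95% interval 36.0 to 42.7) and 52.1% in G13 (48.5 to 56.1). It was 77.2% in G11 (72.3 to 82.6), 82.4% in G12 (77.5 to 87.7) and 90.2% in G5 (84.9 to 96.0). In G14 it was 98.6% (92.7 to 105), and Fisher's exact test between G14 and the control gave an adjusted p of 0.668. The same test gave an adjusted p of 0.00122 for G5 and smaller values for the other 4 G libraries, down to 2.5e-112 for G3.

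Among the 500 genes nearest in expression, the ratio of RBFOX2 lay at percentile 0.80 in G3 and 9.0 in G13, and between percentiles 23.4 and 48.0 in the other 4 G libraries. The median log2 ratio of RBFOX2 over the 6 G libraries was -0.32, and leaving out each G library in turn gave -0.37 to -0.28. The total moved most when only isoforms with a reference ID were summed: the log2 ratio of G13 was then -1.69 in place of -0.94. The small differences of G5 and G14 changed direction under some settings, reaching 0.18 and 0.44.

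**Figure D1:**
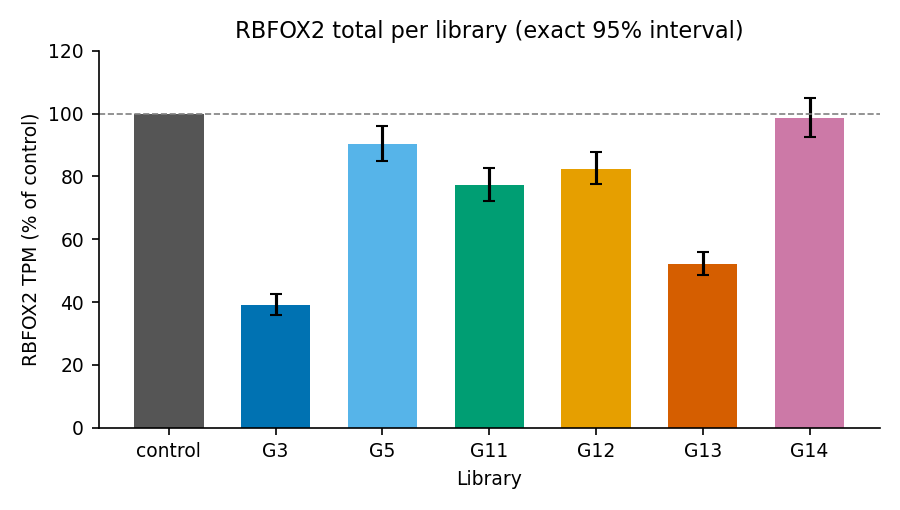
RBFOX2 total per library as a percent of the control TPM (vertical axis, starting at 0), with 1 bar per library and exact 95% intervals of the ratio as error bars. G3 (39.2%) and G13 (52.1%) lie lowest, and the interval of G14 (92.7 to 105%) includes the control level.

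The design of the series names isoform-specific knockdown, so the next question was which RBFOX2 isoforms differed in each library. The isoforms fell by their 5′ end into 60 starting at a proximal first exon (annotated at 35840192 to 35840407) and 29 starting at a distal first exon (36028240 to 36028425), with 17 starting elsewhere. Isoforms holding at least 5% of the total on average numbered 5. They were ENST00000416721.6 (35743911 to 35840482, 26.7% of the total on average), hashed isoform 1 (35743138 to 35840486, 16.8%), ENST00000449924.6 (35738737 to 35840482, 14%), hashed isoform 2 (35742418 to 35840464, 8.92%) and hashed isoform 3 (35743911 to 36028777, 8.71%). Hashed isoform is used here for an isoform whose ID in the table is not a reference ID, numbered by its mean share. The first 4 start at the proximal first exon and hashed isoform 3 at the distal one. The next 3, hashed isoform 4, ENST00000695854.1 and ENST00000438146.7, all start at the distal first exon and were chosen after their values were seen. The 8 isoforms held 86.9% of the RBFOX2 total on average, and between 80.4% and 90.9% in single libraries.

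**Figure D2:**
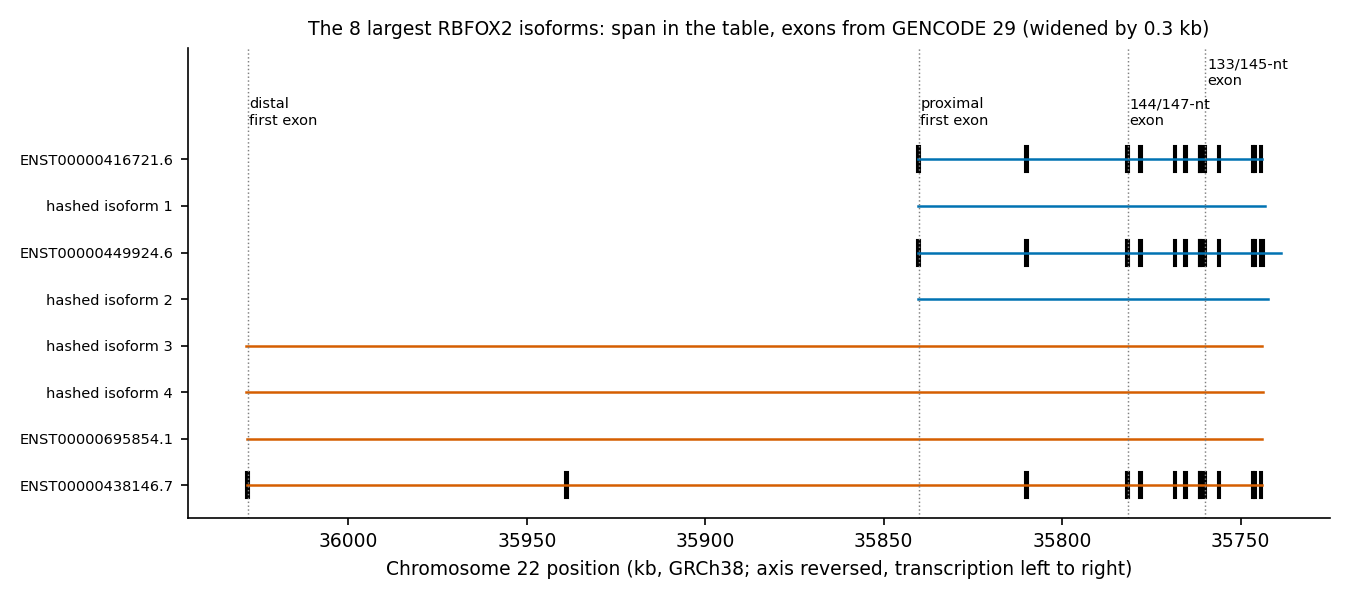
Map of the 8 largest RBFOX2 isoforms along chromosome 22 (GRCh38, in kb, axis reversed so that transcription runs left to right), as lines over the span given in the table, blue for the proximal and orange for the distal first exon. Black boxes are GENCODE 29 exons, drawn 0.3 kb wider on each side, for the 3 isoforms whose transcript ID is in that release; the exons of the other 5 are not known here.

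Across the 5 isoforms and 6 G libraries, 13 of 30 values were at or below 50% of the control and 14 were above 100%. The count of 13 was the same with pseudocounts of 0.1 and 1 TPM and after rescaling by the median of ratios. The share of an isoform within RBFOX2 differed from the control at an adjusted p under 0.05 by Fisher's exact test in 29 of the 30 comparisons. The exception was hashed isoform 3 in G11 (adjusted p 0.517). Each isoform fell in some G libraries and was level or higher in others.

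In G3 the largest fall was that of ENST00000416721.6, to 11.8% of the control (95% interval 8.82 to 15.4), from 472 reads to 59. The other 3 isoforms with the proximal first exon were at 16.0% to 22.7% in G3, while hashed isoform 3 was at 118% (94.8 to 146). The reverse held in G5, where hashed isoform 3 was at 10.6% (6.64 to 16.2) and the 4 proximal isoforms were at 121% to 149%. In G11 the largest fall was that of hashed isoform 2, to 8.12% (4.05 to 14.6), and ENST00000449924.6 was at 12.7% (8.73 to 18.0). These same isoforms rose in G12, to 192% (156 to 238) and 178% (153 to 207). The largest fall in G12 was that of hashed isoform 3, to 30.3% (22.7 to 40.1), and ENST00000416721.6 was at 55.4% (48.4 to 63.3).

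In G13 hashed isoform 3 fell to 7.11% (3.87 to 12.1), the lowest of the 30 values. ENST00000416721.6 was at 20.5% (16.7 to 24.9) and ENST00000449924.6 at 24.2% (18.4 to 31.4) in that library, while hashed isoforms 1 and 2 were at 134% (115 to 157) and 179% (145 to 224). In G14 the order was reversed. Hashed isoform 1 fell to 15.1% (10.9 to 20.6) and hashed isoform 2 to 26.8% (18.2 to 38.5), while ENST00000416721.6, ENST00000449924.6 and hashed isoform 3 were at 161% (144 to 180), 176% (151 to 207) and 133% (109 to 164). Among the further 3 isoforms, ENST00000438146.7 had 2 reads in G11, below the floor of 3 reads, against 38 in the control, and the 95% interval of its ratio ran from 0.496% to 16.4% of the control.

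**Figure D3:**
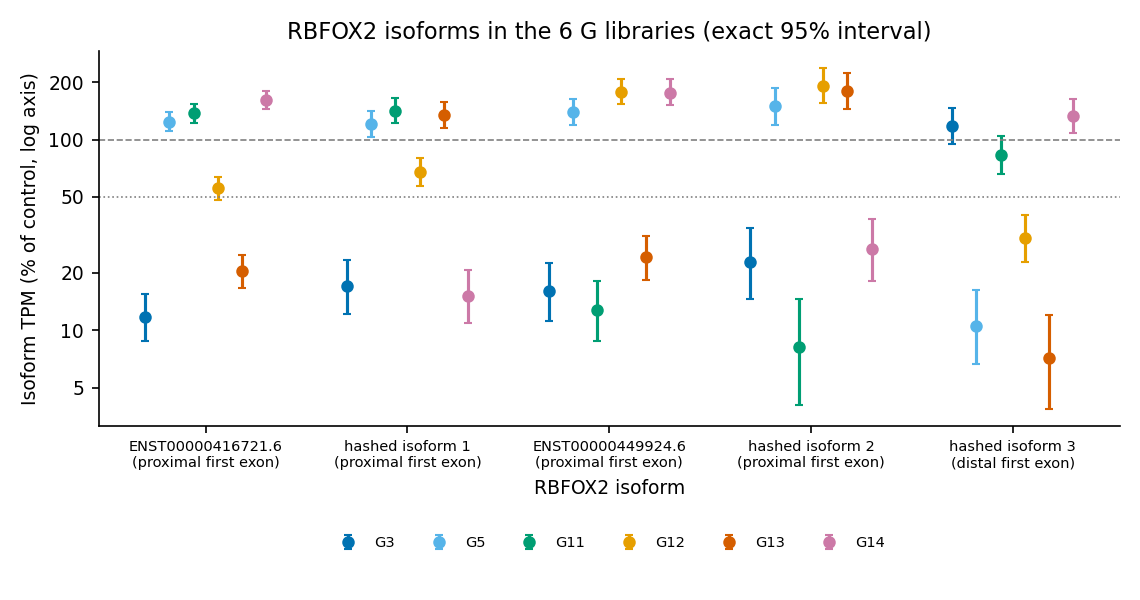
TPM of the 5 largest RBFOX2 isoforms in the 6 G libraries as a percent of the control (vertical log axis), with exact 95% intervals as error bars, a dashed line at the control level and a dotted line at 50%. G3 and G5, G11 and G12, and G13 and G14 lie on opposite sides of the control level for most isoforms; the values run from 7.11% to 192%.

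The other G libraries served as a further reference for each isoform. The lowest of the 7 libraries was G3 for ENST00000416721.6, at a log2 distance of -3.06 from the median of the other 6. It was G14 for hashed isoform 1 (-2.62), G11 for ENST00000449924.6 (-2.90), G11 for hashed isoform 2 (-3.10) and G13 for hashed isoform 3 (-2.95). The control was never the highest or the lowest of the 7 for any of these 5 isoforms. A position of 1 library against 6 cannot give a one-sided p below 0.143.

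Isoforms were then grouped by form. Besides the first exons, the 6 RBFOX2 isoforms of the table with GENCODE 29 exons differ, among other places, in the 5′ edge of a pair of internal exons. The exon at 35781600 is 144 nt (to 35781743) or 147 nt (to 35781746) long, and the exon at 35759888 is 133 nt (to 35760020) or 145 nt (to 35760032) long. Of the reads starting at either first exon, the proximal one held 75.5% in the control (Wilson 95% interval 73.5 to 77.5). It held 31.4% in G3 (28.1 to 34.9) and 96.3% in G5 (95.4 to 97.0). It held 84.3% in G11, 82.9% in G12 and 86.8% in G13, each above the control (adjusted p 2.3e-08 or less, Fisher's exact test). In G14 it held 77.3%, within the counting error of the control (adjusted p 0.221, Fisher's exact test).

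The other forms rest on annotated isoforms alone, 3 on each side, with 803 reads in the control. The 133-nt form held 63.3% of these reads in the control (59.9 to 66.5), 36.1% in G12 (33.4 to 38.9) and 95.4% in G11 (93.8 to 96.6). It also fell to 43.1% in G3 (adjusted p 5.05e-06, Fisher's exact test) and 54.7% in G13 (adjusted p 0.0171). It held 64.1% in G5 and 63.9% in G14, neither distinguishable from the control at this depth (adjusted p 0.75 for each, Fisher's exact test). Of the 145-nt isoforms, ENST00000438146.7 starts at the distal first exon. It held 49 of the 91 reads of that form in G3, 44 of 129 in G13 and 38 of 295 in the control. The fall in G3 thus also depends on the first exon. In G13 the isoforms with the distal first exon fell as a set, to 28.5% of the control, while ENST00000438146.7 was at 85.4%. A shift of the first exon therefore does not account for the fall in G13. The 144-nt form held 90.8% in the control (88.6 to 92.6) and 99.1% in G14 (98.4 to 99.4). It was also above the control in G5, at 96.9% (adjusted p 5.04e-09, Fisher's exact test), and in G11, at 97.1% (adjusted p 5.47e-08). In G12 it held 93.2% (adjusted p 0.0727). It held 75.8% in G13 (70.5 to 80.4). It was lower still in G3, at 63.1% (55.4 to 70.2), where the annotated isoforms with a 144-nt exon, all starting at the proximal first exon, fell with it. Counting only isoforms with a mean TPM of at least 1 moved the 144-nt share most, to 82.5% in G13. ENST00000438146.7, which held 44 of the 69 reads of the 147-nt form in G13, was then the only 147-nt isoform left. That setting cannot separate the 144-nt form from the first exon.

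**Figure D4:**
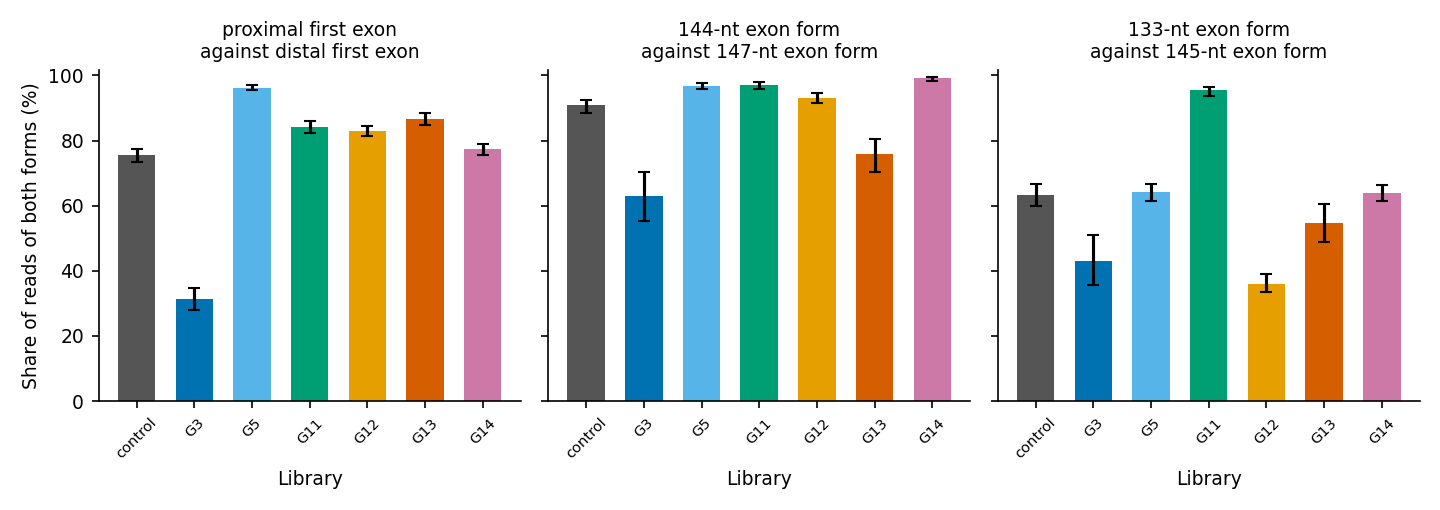
Share of reads (vertical axis, percent) of 3 RBFOX2 forms in each of the 7 libraries, with Wilson 95% intervals as error bars: the proximal against the distal first exon, the 144-nt against the 147-nt exon and the 133-nt against the 145-nt exon. The share of the proximal first exon runs from 31.4% in G3 to 96.3% in G5, and that of the 133-nt form from 36.1% in G12 to 95.4% in G11.

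The size of differences beyond RBFOX2 was compared over 7878 genes. Genes at least 2-fold from the control numbered 554 in G3 (149 higher, 405 lower), 841 in G5 (42 and 799), 873 in G11 (57 and 816), 736 in G12 (43 and 693), 1236 in G13 (82 and 1154) and 1800 in G14 (313 and 1487). The counts moved most when the median of the other 6 libraries replaced the control as the reference: G3 then had 770 genes higher and 40 lower. That setting made the higher genes the majority in G3 and G5, whereas lower genes were the majority in all 6 G libraries against the control. With length and GC trends removed, lower genes no longer outnumbered higher ones in G3, where 116 were higher and 102 lower.

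Each library was also set against the range of the other 6. The control had 577 genes outside that range and at least 2-fold from the median of the others, compared with 766 in G3, 633 in G13, 87 in G14, 9 in G12, 6 in G5 and 6 in G11. The largest totals were mostly on one side. They held 531 higher and 46 lower genes in the control, 731 and 35 in G3, and 4 and 629 in G13. A 1.5-fold threshold moved the totals most, raising that of G5 to 209. With a mean TPM of at least 20 the control had the most genes outside the range, 365 against 290 in G3 and 245 in G13. The SD of log2 ratios across genes, taken as the distance between libraries, ranged from 0.31 between G11 and G12 to 0.99 between G3 and G13. The distance of the control to the G libraries ran from 0.51 (G3) to 0.85 (G14), with a median of 0.60. The median distance of G3 to the other 6 libraries was 0.71 and that of G13 was 0.65, so the control did not stand farther from the G libraries than these did from the rest. Removing the length and GC trend moved the distances most, that of G13 to 0.48, below the 0.49 of the control, while G3 stayed farther at 0.58.

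Of 6619 genes with a mean TPM of at least 10, 1532 were higher and 1347 lower than the control in all 6 G libraries, 43.5% in total. Because all 6 comparisons share the control, shuffling the libraries within genes gave 28.6% on average over 100 shuffles. The same count made with another library in the place of the control gave 47.8% for G14, 39.1% for G3 and 35.3% for G13, and less for the others. The control was therefore not the library most often at an end.

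The largest median falls among those genes were those of PTMS (chromosome 12, 6765516 to 6770952, log2 ratio -2.91), RNF44 (chromosome 5, 176526697 to 176538025, -2.73) and CYBA (chromosome 16, 88643283 to 88651152, -2.24). The largest median rises were those of TOPORS (chromosome 9, 32540544 to 32552553, 2.84), CTR9 (chromosome 11, 10750987 to 10801625, 2.56) and TOP2A (chromosome 17, 40388516 to 40417950, 2.34). PTMS was at 122 TPM in the control and at 98.0 TPM in G3 but 10.6 TPM in G13. TOPORS was at 2.68 TPM in the control and between 11.7 and 36.0 TPM in the G libraries. The GC content of PTMS (66.3%) and CYBA (69.9%) lay at percentiles 98.7 and 99.8 of the genes compared, and their transcripts were short, 1123 and 798 nt. With the length and GC trend removed, the median ratios were -1.79 for PTMS, -2.06 for RNF44, -0.81 for CYBA, 2.65 for TOPORS, 2.47 for CTR9 and 2.19 for TOP2A.

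Ratios to the control varied with transcript length and GC content in each G library. In the shortest of 5 bins of genes, the median log2 ratio was -0.38 in G12, -0.84 in G5 and lowest in G14. In the bin with the highest GC content it was 0.21 in G3 and ran from -0.10 in G5 to -0.90 in G14 in the others. Length and GC content accounted for between 29.4% (G12) and 44.7% (G5) of the variance of log2 ratios across genes. These are relations across genes within a pair of libraries, and genes are not independent replicates.

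**Figure D5:**
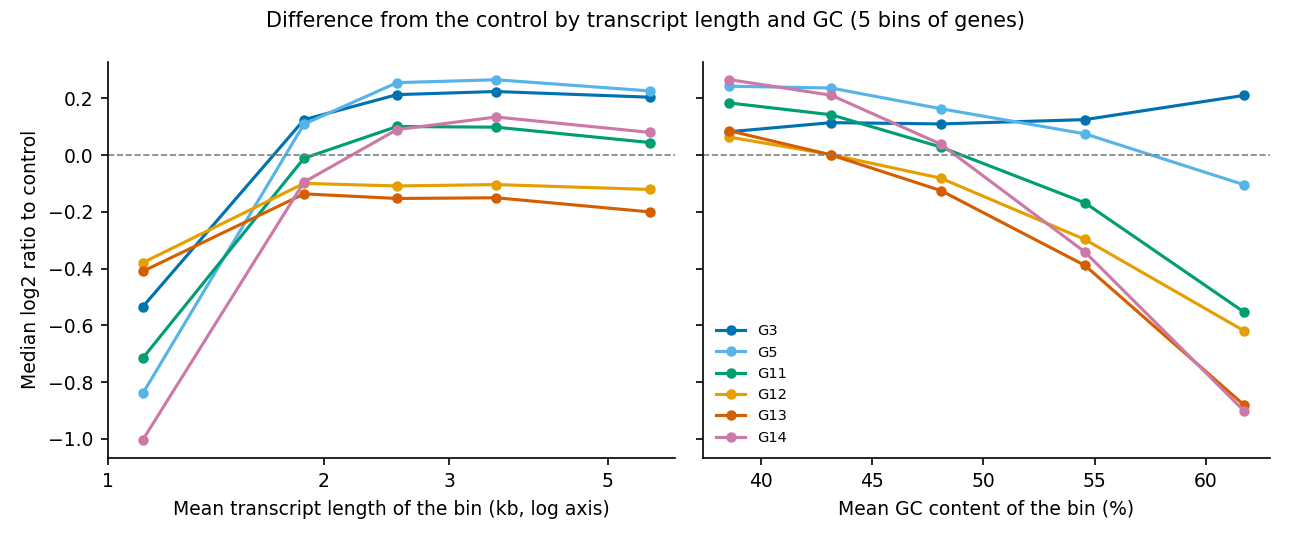
Median log2 ratio to the control (vertical axis) in 5 equal bins of genes by transcript length (left, kb, log axis) and by GC content (right, percent), with 1 line per G library. All 6 lines lie below 0 in the shortest bin, and in the bin with the highest GC content they run from -0.90 in G14 to 0.21 in G3.

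Fixed gene lists were compared next. Of 10 pluripotency genes, 8 passed the expression filter. Their median log2 ratio was 0.18 in G3 and 0.19 in G5, -0.08 in G11, -0.51 in G12, -0.48 in G13 and -0.40 in G14. Among 10000 matched lists these medians lay between percentile 1.39 (G12) and percentile 73.7 (G3). POU5F1 was lower in all 6 G libraries, at 377 to 588 TPM against 916 TPM in the control, NANOG was at 3.51 to 5.57 TPM against 10.1 TPM, and L1TD1 was higher in all 6. POU5F1 and NANOG have near-identical pseudogenes, and how shared reads were assigned is not stated, so their values are uncertain. SOX2 had no gene ID in the table, and the loci without a gene ID within it (chromosome 3, 181711924 to 181714436) summed to 8.33 TPM in the control and 3.75 to 5.86 TPM in the G libraries.

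Of 10 p53 targets, 6 passed the filter, with median log2 ratios of 0.01 in G3, -0.13 in G5, -0.42 in G11, -0.52 in G12, -0.97 in G13 and -0.76 in G14. Their percentiles ran from 2.23 in G13 to 25.5 in G3. CDKN1A stayed near the control, with log2 ratios from -0.06 (G12) to 0.30 (G14). BAX and MDM2 were lower in all 6, while SESN1 was higher in all 6, from 0.07 (G3) to 0.80 (G14). The p53 list moved most, and changed direction, when the length and GC trend was removed: the median of G13 was then 0.32. Of the RBFOX family, RBFOX1 was listed at no more than 0.48 TPM and RBFOX3 at no more than 0.24 TPM in any library.

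Whether isoform usage of RBFOX targets moved together with RBFOX2 was examined on 9 of 14 listed genes with sufficient expression. The median usage distance to the control was 0.125 in G3, 0.169 in G5, 0.209 in G11, 0.207 in G12, 0.292 in G13 and 0.199 in G14. Among 10000 lists matched on expression these medians lay at percentile 91.3 in G3 and between 98.97 (G14) and 99.98 (G13) in the other 5 G libraries. The distance was thus smallest in G3, the library with the least RBFOX2. Counting only isoforms with a mean TPM of at least 1 moved the list most, that of G13 to 0.177. CLSTN1, 1 of the listed genes, also differed in level, with log2 ratios of 1.10 in G3 and -3.92 in G13.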

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

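The grouping into forms and the tests of this part were chosen after the isoform values were seen, the choice of libraries in each pair included.

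Pairs of G libraries differed in opposite directions from the control in 3 features of RBFOX2. The share of the proximal first exon differed by 64.9 percentage points between G3 (31.4%) and G5 (96.3%), with the control at 75.5% between them. The share of the 133-nt form differed by 59.3 points between G12 (36.1%) and G11 (95.4%), with the control at 63.3%. The share of the 144-nt form differed by 23.3 points between G13 (75.8%) and G14 (99.1%), with the control at 90.8%; it rests on 14 reads of the 147-nt form in G14 and 69 in G13. Fisher's exact test on the reads of each pair of libraries gave adjusted p-values of 4.37e-292, 1.24e-189 and 3.13e-44, which compare those libraries and not the conditions.

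General variation of isoform usage between these libraries was examined as a technical explanation. The usage distance of RBFOX2 to the control lay at percentile 98.6 or above among 500 genes of the same expression in each of the 6 G libraries, with 0 to 7 of the 500 genes as far. These genes were not matched on the number of listed isoforms, which was 106 for RBFOX2 against a median of 30 for all genes. The comparison therefore does not exclude a source that shifts isoform usage of all genes alike. A difference in depth changes no share in a set direction and was not tested for this pattern. Exchanged labels among the G libraries cannot be examined, because the labels do not say which isoform each id denotes. The 144-nt and 147-nt forms, and the 133-nt and 145-nt forms, are also partly tied to the first exon in the annotated isoforms. G3 was low in the shares of the proximal first exon, the 144-nt form and the 133-nt form. Whether the tie accounts for this was not tested. Isoform-specific knockdown, the biological difference that the design names, remains as a hypothesis: G3 and G5 may act on the proximal and distal first exons, G12 and G11 on the 133-nt and 145-nt forms, and G13 and G14 on the 144-nt and 147-nt forms.

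The way the 3 features combine was also examined in the 8 largest isoforms. The signs of the differences G3 minus G5, G11 minus G12 and G13 minus G14 took each of the 8 possible combinations once. For 8 isoforms with random signs the probability of this is 0.0024, but that value does not allow for the choice of the pairs and of the isoforms after their values were seen. It therefore leaves open whether the 3 features combine freely. The exons of the hashed isoforms were not examined.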

How the results depend on the processing

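The alternatives were fixed before the data were examined, except removal of the length and GC trend, which was chosen after seeing the data. Of 454 values under alternatives, 330 stayed within the interval or spread of the reported value, or within 1.5 times of a count, and 124 did not. Of the 105 values of single RBFOX2 isoforms, 5 were among the latter, all smaller falls. They were, with a pseudocount of 1 TPM, ENST00000449924.6 (-2.43) and hashed isoform 2 (-2.37) in G11 and hashed isoform 3 in G5 (-2.38) and G13 (-2.63), and, after rescaling by the median of ratios, hashed isoform 3 in G13 (-3.01). Among the other results, pseudocounts moved only the count of genes outside the range of the others in G5, to 11 with 0.1 TPM. Rescaling by spike-ins was not run, since spike-in reads were not used here. No paired analysis was possible because each group holds 1 library. The causes of the shifts given here were not tested.

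For the RBFOX2 total, the log2 ratio was -1.86 in G3, 0.12 in G5, -0.22 in G11, -1.69 in G13 and 0.44 in G14 when only isoforms with a reference ID were summed, -1.13 in G3, 0.18 in G5, -0.16 in G11, -0.018 in G12, -0.72 in G13 and 0.30 in G14 against the median of the other 6 libraries, and -1.13 in G3, 0.12 in G5, -0.19 in G11, -0.16 in G12 and 0.25 in G14 with the trend removed. The fall in G3, G11, G12 and G13 kept its direction in all of these, while G5 and G14 changed direction. Rescaling by the median of ratios also made G14 positive, at 0.04. The share of the 144-nt form was 94.9 in the control, 99.4 in G5, 99.8 in G11 and 82.5 in G13 (percent) when isoforms with a mean TPM of at least 1 were counted, with G13 still below the control and G14 within the interval of its reported value, though G11 and not G14 was then highest; the shares of the first exon and of the 133-nt form stayed within their intervals.

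The counts of genes outside the range of the other 6 were 365 in the control, 290 in G3, 2 in G5, 1 in G11, 3 in G12, 245 in G13 and 45 in G14 for genes with a mean TPM of at least 20, and 1018 in the control, 1417 in G3, 16 in G5, 16 in G11, 34 in G12, 1050 in G13 and 157 in G14 for all genes with a read. The control and not G3 had the most with the stricter filter; the cause was not tested. They were 1430 in the control, 1674 in G3, 209 in G5, 23 in G11, 114 in G12, 1379 in G13 and 1039 in G14 at a 1.5-fold threshold, 177 in the control, 403 in G3, 17 in G5 and 232 in G13 with the trend removed, and 13 in G5 after rescaling by the median of ratios. At the 1.5-fold threshold, and after this rescaling (570 against 536), the control had more than G13.

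Genes at least 2-fold higher than the control were 50 in G3 with a mean TPM of at least 20 and 315 in G3 over all genes with a read. Lower genes were 269 in G3, 524 in G5, 418 in G11, 248 in G12, 469 in G13 and 860 in G14 with the stricter filter and 647 in G3, 1240 in G5, 1631 in G11, 1562 in G12, 2396 in G13 and 2542 in G14 over all genes. At the 1.5-fold threshold, 685 in G3, 291 in G5, 512 in G11, 397 in G12, 537 in G13 and 1213 in G14 were higher and 971 in G3, 1355 in G5, 1775 in G11, 1792 in G12, 2297 in G13 and 2436 in G14 lower. With the trend removed, 80 in G5, 103 in G11, 122 in G12 and 307 in G13 were higher and 102 in G3, 185 in G5, 251 in G11, 203 in G12, 395 in G13 and 548 in G14 lower; higher genes then made up 29.1% (G11) to 53.2% (G3) of the total, against 4.99% (G5) to 26.9% (G3) as reported. Against the median of the other 6, 770 in G3, 283 in G5, 0 in G11, 1 in G12, 4 in G13 and 20 in G14 were higher and 40 in G3, 7 in G5, 19 in G11, 178 in G12, 647 in G13 and 286 in G14 lower, and the majority changed to higher genes in G3 (95.1%) and G5 (97.6%). Rescaling by the median of ratios gave 69 in G12 and 127 in G13 higher, moved the share of higher genes by less than 10 points, and shifted the median of all genes by no more than 0.10 (G13).

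The median distances between libraries stayed within the spread of their pairs under all alternatives, though G13 (0.590) and not G3 (0.588) was the farthest with a mean TPM of at least 20, and the control (0.494) was farther than G13 (0.483) with the trend removed. The pluripotency median was 0.046 in G14 with the stricter filter and 0.046 in G14 over all genes, a change of sign. Smaller changes of this median also crossed 0, to 0.14 in G11 with the stricter filter and to -0.0147 in G5 with the trend removed. The p53 median was 0.065 in G11, -0.0628 in G12, 0.18 in G13 and 0.30 in G14 with the stricter filter, which left 3 of the genes, 0.0207 in G11 and -0.27 in G13 over all genes, and 0.0566 in G11, 0.23 in G12, 0.32 in G13 and 0.18 in G14 with the trend removed, so its fall depended on these settings. It also crossed 0 in G3 (-0.0452 with the stricter filter, -0.0454 with the trend removed and -0.0218 after rescaling) and in G5 (0.20 with the stricter filter and 0.0654 over all genes). Leaving out each G library in turn, the median over the rest ran from -0.40 to -0.08 for the pluripotency list (reported -0.24), lowest without G3, G5 or G11 and nearest 0 without G12, G13 or G14. It ran from -0.52 to -0.42 for p53 targets (reported -0.47) and from -0.37 to -0.28 for RBFOX2 (reported -0.32). The usage distance of RBFOX targets was 0.0953 in G5, 0.098 in G11, 0.104 in G12, 0.177 in G13 and 0.101 in G14 with isoforms of a mean TPM of at least 1, and 0.109 in G5, 0.104 in G11, 0.0977 in G12, 0.213 in G13 and 0.125 in G14 for the 4 genes with a mean TPM of at least 20; it stayed smallest in G3 and largest in G13 in both. Among the shares of forms, the depth limits those of the annotated forms most. The 147-nt form had 14 reads in G14, 25 in G11, 45 in G5, 59 in G3 and 69 in G13. The 145-nt form had 40 in G11. Some values of single isoforms rest on fewer reads, such as hashed isoform 2 in G11 with 12.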

Other observations

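Tests of the share of variance, of the RBFOX2 level against distance, and the choice of SOX4 came after the results were seen. The remaining tests of this part were set down before, except those that use the grouping into forms or the length and GC trend. The grouping and the trend were chosen after seeing the data.

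Genes that differ between the G libraries and the control varied with transcript length and GC content. A quadratic surface of these explained a median of 37.8% of the variance over the 6 G libraries, so they are consistent with part of the cause. They were not the whole cause under this surface: at least 218 genes (G3) and up to 947 (G14) stayed 2-fold from the control once it was removed. Of these, 151 in G3 and 626 in G14 were among the genes 2-fold from the control in the same direction before. A trend of another shape was not tested. Depth did not account for the counts, since thinning every library to the shallowest left the ratio of counts after to before at 0.989 or higher. Isoforms without a control read, which are not listed, lower the G values. They could not make up all the TPM missing from genes 2-fold lower, which was at least 1.91 times their own. Whether they could bring some of these genes back within 2-fold was not tested.

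Loss of RBFOX2 as the main cause of the distance to the control was also examined. Across the 6 G libraries, the log2 ratio of RBFOX2 and the distance to the control gave a Spearman rho of 0.43 (exact permutation p 0.419, adjusted 0.658) and a Pearson r of 0.297 (exact permutation p 0.658, adjusted 0.658), 2 relations in all. Without G3 and G13, the farthest from the median level, r was 0.725. Loss of RBFOX2 calls for a negative relation, and G3, with the least RBFOX2, was the closest of the 6 to the control (0.51), while G14, at 98.6% of the control level, was the farthest (0.85). With 6 libraries and no replicate, a contribution of RBFOX2 to single genes stays open and untested, as does a difference between the cultures.

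A related value belongs to no comparison. SOX4, an intronless gene (chromosome 6, 21592768 to 21598619) whose loci in the table carry no gene ID, summed to 85.3 TPM in the control, 98.7 in G3 and 37.6 in G5, but 8.17 in G11, 5.82 in G12, 2.13 in G13 and 3.96 in G14. No explanation of it was tested.

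For each G library, 1 of the 3 features was taken, and the form opposite to the one with the larger fall was compared with the control. These forms stood at 109% in G3 (distal first exon), 115% in G5 (proximal), 131% in G11 (133-nt), 161% in G12 (145-nt) and 162% in G14 (144-nt), but that of G13 (147-nt, 69 reads) fell too, to 68.7%. The 147-nt form counts annotated isoforms only. In G13 hashed isoforms 1 and 2, whose exons are not known here, held 37.1% and 22.9% of the RBFOX2 total. They stood at 134% and 179% of the control, while hashed isoforms 3 and 4 were at 7.11% and 6.92%. The fall in G13 therefore holds for the annotated 147-nt isoforms alone. The trend with transcript length and GC content would have lowered RBFOX2 in all 6 libraries, and the forms lay above that shift by more than their counting interval in 5 of the 6. Each form had been chosen for falling less than its opposite, so lying above the shift partly restates that choice. No conclusion on the trend is drawn from it. General scatter of genes of the same expression between libraries remains a possible explanation, because only 1 of the 6 forms, that of G12 at percentile 98.4, lay above the central 95% of 500 genes. With the trend removed, that form was at percentile 96.8, inside the central 95%. The forms of G3, G5, G11 and G14 then rose to percentiles 83.8, 92.8, 91.2 and 96.0, from 44.6, 52.4, 87.4 and 91.2. That of G13 went from 54.8 to 35.5. A rise of the opposite forms therefore stays a hypothesis that these libraries do not separate from that scatter.

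Isoform usage of genes studied as RBFOX splicing targets lay high among matched lists, but not in the order of the RBFOX2 level. Lower RBFOX2 as the reason called for G3 and G13 at or above percentile 95 and above G14. G13 met this (percentile 99.98 against 98.97 in G14), while G3 was at percentile 91.3. The number of isoforms listed per gene was examined as a technical explanation, as the listed genes had a median of 40 isoforms against 30 for all genes. With lists matched on that number too, the percentile fell below 95 in G5 (93.8) and G14 (93.2). In G3, below 95 already, it fell to 52.4. It stayed above 95 in G11 (99.3), G12 (99.0) and G13 (99.99). The effects of RBFOX2 and of isoform number cannot be told apart here, because each met its expectation in some libraries and failed in others. The usage distance also has no direction and covers whole isoforms, so it does not single out exon splicing. Lists were not matched on transcript length or GC content.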
